# Intronic cleavage and polyadenylation regulates gene expression during DNA damage response through U1 snRNA

**DOI:** 10.1038/celldisc.2016.13

**Published:** 2016-06-14

**Authors:** Emral Devany, Ji Yeon Park, Michael R Murphy, George Zakusilo, Jorge Baquero, Xiaokan Zhang, Mainul Hoque, Bin Tian, Frida E Kleiman

**Keywords:** alternative polyadenylation, DNA damage response, U1 snRNP

## Abstract

The DNA damage response involves coordinated control of gene expression and DNA repair. Using deep sequencing, we found widespread changes of alternative cleavage and polyadenylation site usage on ultraviolet-treatment in mammalian cells. Alternative cleavage and polyadenylation regulation in the 3ʹ untranslated region is substantial, leading to both shortening and lengthening of 3ʹ untranslated regions of genes. Interestingly, a strong activation of intronic alternative cleavage and polyadenylation sites is detected, resulting in widespread expression of truncated transcripts. Intronic alternative cleavage and polyadenylation events are biased to the 5ʹ end of genes and affect gene groups with important functions in DNA damage response and cancer. Moreover, intronic alternative cleavage and polyadenylation site activation during DNA damage response correlates with a decrease in U1 snRNA levels, and is reversible by U1 snRNA overexpression. Importantly, U1 snRNA overexpression mitigates ultraviolet-induced apoptosis. Together, these data reveal a significant gene regulatory scheme in DNA damage response where U1 snRNA impacts gene expression via the U1-alternative cleavage and polyadenylation axis.

## Introduction

Almost all eukaryotic mRNA precursors undergo a co-transcriptional modification at the 3ʹ end, which includes two coupled steps, cleavage and polyadenylation [1, 2]. Cleavage/polyadenylation (C/P) involves recognition of upstream and downstream cis elements around the C/P site (known as pA) by the C/P complex [3, 4]. While a relatively simple signal sequence in the precursor mRNA is required for the reaction, many interactions between a large number of protein factors are necessary for the correct formation of the C/P complex [3]. In addition to factors in the core C/P complex, it has been shown that splicing factors can play roles in 3ʹ end processing. U1 snRNP (or U1) has been implicated in inhibition of C/P via poly(A) polymerase [5–7]. This mechanism has recently been suggested to play a key role in controlling transcript length [8, 9]. In addition, U2 snRNP factors have been shown to interact with core C/P factors [10].

Well over half of the mammalian genes contain more than one pA, leading to expression of alternative cleavage and polyadenylation (APA) isoforms [11]. APA is highly dynamic across tissue types [12, 13], in cell proliferation and differentiation [14, 15], and in response to extracellular cues [16]. Most APA sites are located in the 3ʹ untranslated region (3ʹUTR) of mRNA [17]. As 3ʹUTRs contain various cis elements for post-transcriptional control, such as microRNA target sites and AU-rich elements, 3ʹUTR-APA can significantly impact mRNA metabolism. In addition, a sizable fraction of genes harbor pAs in introns [17]. Intron-APA can result in change of coding sequences of mRNA, impacting the proteome. The core mammalian C/P machinery and additional cis elements around the pA are responsible for the selection among APA sites [18–20]. Interestingly, in keeping with U1’s role in C/P, recent studies have shown that inhibition of U1 function leads to activation of intron-APA events, resulting in shorter transcripts [8, 21].

The DNA damage response (DDR) occurs on a number of environmental exposures, such as ultraviolet (UV) irradiation, and involves functional and structural changes in a number of nuclear proteins, resulting in a coordinated control of gene expression and DNA repair. One key aspect of the response is the transient decrease of the cellular levels of mRNA following UV irradiation and its recovery [22, 23]. Although the mechanisms involved in this response are still not completely resolved, it has been determined that the UV-induced inhibition of both transcription [24] and mRNA 3ʹ processing [25] are responsible for the decrease in mRNA levels. Both 3ʹ end formation and transcription are affected in a similar time frame after DNA damage, resulting in a general, transient decrease of the cellular levels of polyadenylated transcripts [25]. mRNA levels of genes involved in DDR appear to be specifically regulated at the 3ʹ-end processing step [26]. Tumor suppressors and DNA repair factors whose expression is commonly compromised in most cancers, such as BARD1 and p53, have functional interactions with the 3ʹ end processing factor CstF-50 and PARN deadenylase, resulting in the regulation of mRNA 3ʹ processing during DDR [25, 27–33]. In addition, we have found that PARN deadenylase has a role in decreasing the levels of short-lived mRNAs involved in the regulation of cell growth, differentiation and DDR, and keeping their expression levels low under non-stress conditions [30, 33]. The existence of redundant mechanisms to control mRNA steady-state levels during DDR highlights the importance of the transcription/RNA processing machineries in this response.

Here we explore the mechanisms and consequences of APA on UV-induced DNA damage. Using 3ʹ region extraction and deep sequencing (3ʹREADS), we show widespread changes of intron-APA and 3ʹUTR-APA on UV treatment in mammalian cells. Distinct APA changes at different time points after UV treatment affect many genes involved in DDR and cancer. Intron-APA upregulation correlates with a decrease in U1 snRNA levels after UV-induced DNA damage. Importantly, overexpression of U1 snRNA reverses UV-induced intron-APA and mitigates the apoptosis caused by UV. Our results indicate that the U1–APA axis is an important part of gene regulatory mechanism in DDR.

## Results

### Analysis of UV-induced APA by 3ʹREADS

Previous studies indicated that 3ʹ end processing is regulated during DDR [25, 27–33]. To examine how APA is modulated in DDR, we treated colon carcinoma RKO cells with UV irradiation, followed by recovery for either 0.5 or 2 h. To determine whether the effect of UV treatment on APA was general or specific to certain genetic background, we included in our study RKO-E6 (low p53 levels) cell line, which is isogenic to the RKO cell line. To mitigate the effect of differential regulation of APA isoforms through mRNA decay in cytoplasm and in keeping with our previous work to study functional effect of DNA damage using nuclear RNA and factors [30–34], nuclear RNA was extracted and subjected to 3ʹREADS (Figure 1a), a recently developed deep sequencing method for analysis of APA isoform expression genome wide [17]. 

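RKO is an established human colon carcinoma cell line. The deposited RKO data hold 3 libraries of nuclear RNA, 1 for each time point: cells at 0 h and cells that recovered for 0.5 or 2 h after UV irradiation. The methods of the paper give a UV dose of 40 J m−2 and Figure 1a prints 20 J m−2. In 3ʹREADS, the RNA next to the poly(A) tail is captured and sequenced, so that each read marks the pA of 1 transcript fragment. The authors aligned the reads to the hg19 genome with Bowtie2, kept reads with at least 2 non-genomic As at the 3ʹ end, and assigned each pA to a gene and to the 3ʹ-most exon, an intron or an upstream exon. The resulting table lists 31565 pAs of 9431 genes in RPM, reads scaled to the total of the library. Every value was a whole number of reads of its library, within 4.00e-11 reads, so the reads were recovered from the RPM values. The libraries hold 433261 reads at 0 h, 501838 reads at 0.5 h and 438040 reads at 2 h, and 1 read is 2.31, 1.99 and 2.28 RPM, respectively. Of the reads in the table, pAs in 3ʹ-most exons took 92.9% at 0 h, 93.8% at 0.5 h and 91.2% at 2 h. Intronic pAs took 6.86% at 0 h (95% Clopper-Pearson interval 6.79–6.94%), 6.00% at 0.5 h (5.94–6.07%) and 8.46% at 2 h (8.38–8.55%). All intervals of shares are of this kind and cover counting error only. In genes with 3ʹ-most-exon pAs, intronic pAs held 54789 RPM at 0 h, 47750 RPM at 0.5 h and 70256 RPM at 2 h. Without the 10 most abundant of them, the values were 26079, 27760 and 49721 RPM. The lower intronic value at 0.5 h than at 0 h therefore rests on few pAs. For 3ʹUTR-APA, the reads of the 2 most abundant 3ʹ-most-exon pAs of each gene, over the 3 libraries together, were compared between 2 libraries. For intron-APA, the reads of all intronic pAs of a gene were compared with those of all its 3ʹ-most-exon pAs. A gene was called at p under 0.05 (two-sided Fisher's exact test) and a change in relative abundance above 5 percentage points. Gene expression was the sum over all pAs of a gene, called at a Benjamini-Hochberg adjusted p under 0.05 (Fisher's exact test against the rest of the library) and a log2 RPM ratio beyond 1 or -1. Each of these tests compares 2 libraries, not 2 conditions, since no time point has a replicate. The RKO-E6 and HCT116 experiments are not analysed here.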

We examined relative expression of APA isoforms that used pAs in the 3ʹ-most exon, which typically have different 3ʹUTRs, as well as intronic pAs, which have different coding sequences and 3ʹUTRs (Illustrated in Figure 1b).

To simplify the analysis of APA in 3ʹ-most exons, where a variable number of pAs can exist [11], we selected top two 3ʹUTR-APA isoforms for each gene with the most number of reads and examined their relative expression. 

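In the 0–0.5 h window, TM4SF1, a membrane protein gene, moved towards its proximal pA, whose share of the reads of the compared pAs was 16.3% at 0 h and 66.7% at 0.5 h (p = 1.81e-37, Fisher's exact test). JUN, which encodes a subunit of the AP-1 transcription factor, moved the same way, from 43.3% to 95.8% (p = 3.40e-05, Fisher's exact test). NOTCH1, a receptor gene, moved towards its distal pA, with a proximal share of 74.1% at 0 h and 37.3% at 0.5 h (p = 1.73e-06, Fisher's exact test). For GSPT1, a translation termination factor gene, the proximal share fell in the 0.5–2 h window from 71.4% to 12.9% (p = 2.54e-05, Fisher's exact test), and that of DUSP6, a MAP kinase phosphatase gene, from 98.0% to 35.7% (p = 5.76e-07, Fisher's exact test). The proximal share of AEN, a p53-induced nuclease gene, rose from 4.76% to 60% (p = 1.66e-04, Fisher's exact test), and that of GFER rose from 40.9% to 97.7% (p = 3.56e-07, Fisher's exact test). Over all genes with at least 2 pAs in the 3ʹ-most exon, 3ʹUTR-APA was called for 408 of 3383 testable genes in the 0–0.5 h window and for 477 of 3084 in the 0.5–2 h window. Libraries simulated with no change gave a median of 46 and at most 63 called genes in the first window, and a median of 43.5 and at most 59 in the second. The simulations draw reads as independent and do not cover reads copied from 1 molecule. With p-values adjusted over all testable genes, 70 and 84 genes were called.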

For RKO cells, we identified 1 278 and 1 317 genes that displayed isoform expression changes in the 0–0.5 h and 0.5–2 h time windows, respectively (Fisher exact test, *P*<0.05; Figure 1c). For RKO-E6, we identified 728 and 755 genes with significant 3ʹUTR-APA changes in the 0–0.5 h and 0.5–2 h time windows, respectively (Figure 1d). The fact that fewer genes underwent 3ʹUTR-APA in RKO-E6 cells than in RKO cells suggests a potential role of p53 in impacting the extent of 3ʹUTR-APA regulation during DDR. 

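In RKO cells, RNASEH2C, SOAT1 and SAR1A were among the genes with the largest shifts to the proximal pA in the 0–0.5 h window. Such rankings cover called genes with at least 20 reads at the compared pAs in each library. The proximal share of RNASEH2C, a subunit of RNase H2, rose from 27.3% to 81.5%, and that of SAR1A, a GTPase of vesicle transport, from 50% to 97.1%. PPP1R9A, GDF11 and ITGB5 were among those with the largest shifts to the distal pA, and the proximal share of GDF11 fell from 83.8% to 39.4%. Between 0.5 and 2 h, PRR13 and RALGAPB moved to the proximal pA, with a rise in PRR13 from 18.5% to 84.6%, and OGFOD3 and GGA2 moved to the distal pA, with a fall of the proximal share of OGFOD3 from 69.2% to 16.7%. The proximal pA isoform was upregulated in 221 genes and the distal pA isoform in 187 genes in the 0–0.5 h window. The corresponding numbers were 257 and 220 in the 0.5–2 h window. In the simulations with no change, the median numbers were 23 and 23 in the first window and 21 and 22 in the second. After adjustment over all testable genes, 46 genes had upregulated proximal and 24 had upregulated distal pA isoforms in the 0–0.5 h window, and 44 and 40 in the 0.5–2 h window.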

Overall, for both cell lines, the number of genes which had upregulated distal pA isoform was similar to that of genes which had upregulated proximal pA isoform in both windows, indicating that there was no global direction for 3ʹUTR length changes under these conditions. It is noteworthy that in both time windows and for both cells lines, upregulation of proximal pA isoforms was accompanied with a similar magnitude downregulation of distal pA isoforms and vice versa (similar *x*-axis and *y*-axis median values for blue and red dots in Figure 1c and d), indicating that APA isoform expression regulation was generally due to changes of pA choice rather than differences in isoform stability (which would cause different magnitudes of regulation).

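In TM4SF1, the proximal pA went from 65 reads at 0 h to 156 at 0.5 h, and the distal pA from 333 to 78 reads. In NOTCH1, the proximal pA went from 80 to 25 reads in the same window and the distal pA from 28 to 42. In the 0–0.5 h window, the 221 genes with upregulated proximal pA isoforms had a median log2 RPM ratio of 1.55 at the proximal pA and -1.88 at the distal pA, with 0.1 RPM added to each value. In the 187 genes with upregulated distal pA isoforms, the medians were -2.34 at the proximal and 1.40 at the distal pA. In the 0.5–2 h window, the medians were 2.14 and -2.25 in genes with upregulated proximal pA isoforms, and -2.06 and 2.23 in genes with upregulated distal pA isoforms. Many of these genes had 0 reads at 1 of the pAs in 1 library, where the ratio depends on the value added. Among the 119 proximal-up genes of the 0–0.5 h window with reads at both pAs in both libraries, the medians were 0.72 at the proximal and -1.56 at the distal pA, and in the 90 such distal-up genes they were -1.46 and 0.76. In the 0.5–2 h window, the medians were 1.03 and -1.41 in 109 such proximal-up genes and -1.27 and 1.18 in 94 such distal-up genes.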

Interestingly, the APA pattern in the 0–0.5 h window was largely different than the 0.5–2 h window for both cell lines (Figure 1e); a group of pAs in fact had an opposite regulatory trend between the two time windows. This result indicates widespread and dynamic 3ʹUTR-APA regulation during the progression of DDR. 

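RPSA, a ribosomal protein gene, and PPP1R9A moved to the distal pA by 0.5 h and back to the proximal pA by 2 h. Their proximal shares at 0, 0.5 and 2 h were 65.3%, 20% and 68% for RPSA, and 60.9%, 14.3% and 57.1% for PPP1R9A. PDIA4, a protein disulfide isomerase gene, TM4SF1 and SNRPB2, a U2 snRNP component, were called in 1 direction in both windows. The proximal share of PDIA4 was 77.6%, 62.0% and 37.1%, and that of SNRPB2 was 22.3%, 42.9% and 57.2%. With p-values adjusted over all testable genes, RPSA and SNRPB2 were no longer called in the second window (adjusted p = 0.0646 and 0.124, Fisher's exact test), nor PPP1R9A in either (adjusted p = 0.0731 and 0.278, Fisher's exact test). Of 2413 genes testable in both windows, 100 were called in opposite directions and 13 in the same direction, and 13 and 3 with adjusted p-values. Independent lists of these sizes would share 26.8 genes in opposite and 27.2 in the same directions, and simulated libraries with no change gave medians of 5 and 0. Of the 100 genes, 95 were not called between 0 and 2 h, and their median change was 4.32 percentage points over that span. Both windows use the 0.5 h library, so part of the excess of opposite calls may come from the reads of that library. When its reads were split at random into 2 equal parts and each window took its own part, a median of 34 genes (28–42 over 100 splits) was called in opposite directions, against 65 (50–77) when both windows took the same part. Independent lists of the sizes found with separate parts would share 11.9 genes, or 15.2 when drawn among genes of like read numbers.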

Consistently, Gene Ontology (GO) analysis indicated that different biological processes were affected by 3ʹUTR-APA in the two windows (Supplementary Table S1). For example, APA regulation was significantly enriched for genes associated with ‘cell redox homeostasis’, ‘cellular homeostasis’ and ‘regulation of cellular component organization’ in the 0.5–2.0 h window, whereas ‘protein localization to endoplasmic reticulum’, ‘negative regulation of transport’ and ‘membrane protein proteolysis’ were found to be associated with genes with APA regulation in the 0–0.5 h window. 

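Of 37 genes of cell redox homeostasis, listed before the data were examined, 23 could be tested for 3ʹUTR-APA in the 0.5–2 h window, and 7 were called. Proximal pA isoforms were upregulated for NQO1, a quinone reductase gene, and TXNDC5, and distal pA isoforms for GLRX3, GPX1, GSR, PDIA4 and QSOX1. The proximal share of QSOX1, a sulfhydryl oxidase gene, fell from 100% to 81.5% (p = 4.61e-04, Fisher's exact test), and that of GLRX3, a glutaredoxin gene, from 100% to 88.3% (p = 0.00466, Fisher's exact test). The proximal share of NQO1 rose from 70% to 100% (p = 0.0195, Fisher's exact test). GPX1 and GSR were called on few reads, 4 and 5 distal reads at 2 h and 0 distal reads at 0.5 h. The share of called genes was 30.4% on this list and 15.4% among all other testable genes. After adjustment over all testable genes 2 of the 7 genes were called, and 3 when adjusted over the list alone. In the 0–0.5 h window, 5 of 20 testable genes of the list were called, with PDIA3, PDIA6 and PRDX3 towards the proximal pA and PDIA4 and SOD1 towards the distal pA. That is 25% of the list, against 12.0% of all other testable genes, and 3 of the 5 were called after adjustment over all testable genes and 3 when adjusted over the list alone. The paper reports this GO term from the same study for the 0.5–2 h window, so the list is not independent of that result. The other GO terms are not analysed here.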

Three example genes are shown in Supplementary Figure S1.

A large fraction of human pAs are located in introns [35]. We next compared expression of isoforms using intronic pAs with those using 3ʹ-most exon pAs for RKO and RKO-E6 cells. As with 3ʹUTR-APA events, fewer genes underwent intron-APA in RKO-E6 cells than in RKO cells, suggesting a role of p53 in the regulation (Figure 2a and b). 

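In RKO cells, the genes with the largest rises of intronic pA isoforms in the 0.5–2 h window included EFNB2, which encodes the ligand ephrin-B2, SLC2A1, a glucose transporter gene, IKBKB, an IκB kinase gene, CDKN1A, the p21 cell cycle inhibitor gene, and E2F1. This ranking covers called genes with at least 20 reads in each library of the window. Intronic pAs of EFNB2 held 19.4% (95% interval 13.0–27.3%) of its intronic and 3ʹ-most-exon reads at 0.5 h and 97.9% (95% interval 95.6–99.1%) at 2 h (p = 6.59e-69, Fisher's exact test). In CDKN1A the intronic share was 7.58% (95% interval 2.51–16.8%) at 0.5 h and 65.6% (95% interval 59.1–71.8%) at 2 h (p = 3.14e-18, Fisher's exact test). In SLC2A1 it rose from 7.32% to 79.5% and in E2F1 from 6.06% to 62.5%. COTL1, an actin-binding protein gene, and FOSL1, an AP-1 subunit gene, had 0 intronic reads at 0.5 h, against 64 and 37 3ʹ-most-exon reads, and 35 and 27 intronic reads at 2 h. Some genes had a high intronic share before UV as well. In NIPBL, a cohesin loading factor gene, it was 75.5% (95% interval 61.7–86.2%) at 0 h, 40.5% at 0.5 h and 90.2% at 2 h. In IKBKB it was 54.5%, 13.6% and 82.4%. Between 0.5 and 2 h, intronic pA isoforms were upregulated in 535 of 3415 testable genes and 3ʹ-most-exon pA isoforms in 69 genes. Libraries simulated with no change gave a median of 21 and at most 31 genes with upregulated intronic pA isoforms. With p-values adjusted over all testable genes, 194 and 12 genes were called.

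**Figure D1:**
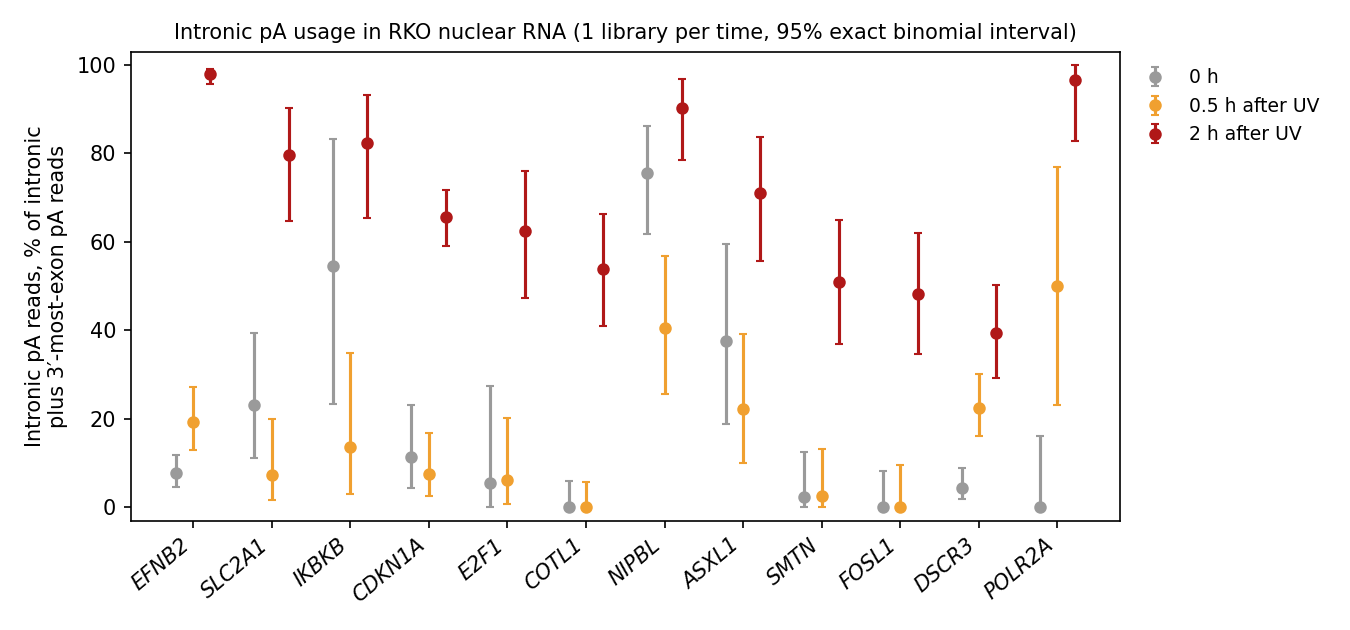
Intronic pA reads as a percentage of intronic plus 3ʹ-most-exon pA reads of each gene (vertical axis) in the 3 RKO libraries. Shown are the 10 genes with the largest rises between 0.5 and 2 h, and DSCR3 and POLR2A, which the paper names. The ranking covers called genes with at least 20 reads in each library of that window. Points are single libraries and bars are 95% Clopper-Pearson intervals, and at 2 h EFNB2 reached 97.9% and CDKN1A 65.6%.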

Much to our surprise, intronic pA isoforms were greatly upregulated compared with 3ʹ-most exon pA isoforms in both cell lines. This trend was much more conspicuous in the 0.5–2 h window than the 0–0.5 h window, in which 4.3- and 1.8-fold more genes had upregulated intronic pA isoforms than had upregulated 3ʹ-most exon pA isoforms, respectively (Figure 2a). 

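In the 0–0.5 h window, intronic pA isoforms rose in ELP5, an Elongator subunit gene, from 38.1% to 95.2% of the reads (p = 1.66e-04, Fisher's exact test). They also rose in EIF3E, a translation initiation factor gene, from 15.1% to 56.8% (p = 1.26e-05, Fisher's exact test), and in ASAP1 from 4.76% to 46.2% (p = 0.00239, Fisher's exact test). The intronic share fell in FRMD4A from 65.0% to 29.9% (p = 9.91e-11, Fisher's exact test) and in ERCC1, a nucleotide excision repair nuclease gene, from 36.5% to 4.95% (p = 1.57e-07, Fisher's exact test). In the 0.5–2 h window it fell in RCC1, a Ran exchange factor gene, from 52.2% to 9.52% (p = 9.70e-04, Fisher's exact test). Between 0 and 0.5 h, 162 of 2612 testable genes had upregulated intronic pA isoforms and 82 had upregulated 3ʹ-most-exon pA isoforms, a ratio of 1.98 (95% interval 1.51–2.61). The ratio in the 0.5–2 h window was 7.75 (6.03–10.1). Both intervals take the called genes of 1 pair of libraries as independent draws and do not cover the choice of setting. Adjusted over all testable genes, the first window held 10 and 7 genes, a ratio of 1.43, and the ratio of the second was 16.2. When each intronic pA was compared alone with the 3ʹ-most-exon pAs, 473 genes had an upregulated and 107 a downregulated intronic pA in the second window, a ratio of 4.42.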

A similar trend was observed for RKO-E6 cells albeit to a lesser extent (2.8- and 1.5-fold, Figure 2b). In contrast to 3ʹUTR-APA regulation, the magnitude of upregulation of intronic pA isoforms in both cell lines was greater than that of downregulation of 3ʹ-most exon pA isoforms (different *x*-axis and *y*-axis median values for blue and red dots in Figure 2a and b), in line with the fact that intronic pAs isoforms are typically expressed at much lower levels than 3ʹUTR pA isoforms. 

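Between 0.5 and 2 h, EFNB2 went from 25 to 320 intronic reads and from 104 to 7 3ʹ-most-exon reads. CDKN1A went from 5 to 149 intronic reads, with 61 and 78 3ʹ-most-exon reads. In SMTN, a smooth muscle cytoskeletal gene, intronic reads went from 1 to 27 and 3ʹ-most-exon reads from 39 to 26. Over the 535 genes with upregulated intronic pA isoforms in this window, the median log2 RPM ratio was 6.12 for intronic and -1.49 for 3ʹ-most-exon pAs, with 0.1 RPM added to each value. Of these genes, 336 had 0 intronic reads at 0.5 h, where the ratio depends on the value added. In the 165 genes with reads of both kinds in both libraries, the medians were 2.14 for intronic and -1.12 for 3ʹ-most-exon pAs. In the 57 such genes of the 0–0.5 h window, the medians were 1.63 and -1.21. The 535 genes together held 2253 intronic and 21549 3ʹ-most-exon reads at 0.5 h, and 7082 and 11394 reads at 2 h.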

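At 2 h, reads were found at 22 of the 25 listed intronic pAs of EFNB2, against 5 at 0 h and 7 at 0.5 h. For CDKN1A, 9 of 10 listed intronic pAs had reads at 2 h, against 2 at 0 h and 2 at 0.5 h, and for POLR2A, the gene of the largest RNA polymerase II subunit, 6 of 8, against 0 and 2. Over all genes, 5694 intronic pAs with more than 5% of the reads of their gene were detected at 2 h, against 2938 at 0 h and 3138 at 0.5 h. This is a ratio of 1.94 to 0 h and of 1.81 to 0.5 h. The pAs in 3ʹ-most exons numbered 10884 at 0 h, 9817 at 0.5 h and 9279 at 2 h. The ratio of 2 to 0.5 h was 1.90 when the libraries were thinned to the smallest one, and 1.69 among intronic pAs with at least 2 reads, with 1590, 2078 and 3503 such pAs at 0, 0.5 and 2 h. In genes with 3ʹ-most-exon pAs, 4696 intronic pAs had reads at 2 h and in neither of the other libraries, and 2352 of these rested on 1 read.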

Consistently, greater numbers of intronic pAs were detected in 2 h samples than in 0 or 0.5 h samples by 1.9- and 1.6-fold for RKO and RKO-E6, respectively (Figure 2c). Six example genes are shown in Supplementary Figure S2. Together, these results suggest that while p53 expression may impact the extent of APA regulation, it does not affect the direction of regulation.

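The intronic share of FRMD4A, NAIF1 and ERCC1 fell by 0.5 h and rose by 2 h. In FRMD4A, intronic reads numbered 76 at 0 h and 87 at 0.5 h, and the fall came with a change of 3ʹ-most-exon reads from 41 to 204. The intronic share of NAIF1 was 40.7% at 0 h, 5.77% at 0.5 h and 23.6% at 2 h, and that of ERCC1 was 21.0% at 2 h. HSPG2, which encodes the matrix protein perlecan, went the other way, with shares of 0%, 30.6% and 0%. The intronic share of EFNB2, POLR2A and DSCR3 rose in both windows, and the share of DSCR3 was 4.40%, 22.5% and 39.3%. With p-values adjusted over all testable genes, EFNB2, POLR2A and HSPG2 were no longer called in the first window (adjusted p = 0.142, 0.0642 and 0.175, Fisher's exact test), nor DSCR3 in the second (adjusted p = 0.0922, Fisher's exact test). Of 2038 genes testable in both windows, 55 were called in opposite directions and 10 in the same direction, and 7 and 0 with adjusted p-values. Lists of these sizes that were independent would share 13.5 and 21.8 genes, and libraries simulated with no change gave medians of 4 and 0. Of the 55 genes, 53 were not called between 0 and 2 h. Both windows share the 0.5 h library, from which part of the excess of opposite calls may come. With its reads split into equal parts, 1 for each window, the median was 17 opposite calls (10–22 over 100 splits), against 34 with the same part in both and 4.96 for independent lists of the sizes found with separate parts, or 5.94 when drawn among genes of like read numbers.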

Similar to the 3ʹUTR-APA result, genes with regulated intronic pAs in the two time windows analyzed are largely different (Figure 2d). 

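Of 26 testable genes of DNA damage response and repair, listed before the data were examined, 6 had upregulated intronic pA isoforms in RKO cells between 0.5 and 2 h and none had upregulated 3ʹ-most-exon pA isoforms. They were DDB2, ERCC1, RAD23B and XPC, which act in nucleotide excision repair, POLH, a translesion DNA polymerase gene, and TP53BP1. The intronic share of DDB2 rose from 16.2% to 59.3% (p = 5.01e-04, Fisher's exact test), and 2 of the 6 genes passed when adjusted over all testable genes and 2 when adjusted over the list alone. POLH had 0 intronic reads at 0.5 h and 23 at 2 h, with 3 and 8 3ʹ-most-exon reads. XPC was called on few reads, 0 and 4 intronic reads with 8 and 2 3ʹ-most-exon reads. Of 9 testable genes of RNA polymerase II and its elongation factors, CCNT1, ELL2, POLR2A and SUPT16H rose, all 4 also after adjustment over all testable genes (4 when adjusted over the list alone), and none fell. ELL2, an elongation factor gene, had 0 intronic reads at 0.5 h and 11 at 2 h, with 28 and 17 3ʹ-most-exon reads. Of 30 testable genes of nucleocytoplasmic transport, IPO11, IPO13, IPO7, NUP133, NUP210 and NUP43 rose and RCC1 fell, and 2 of the 7 calls passed after adjustment over all testable genes and 3 when adjusted over the list alone. The intronic share of NUP133, a nuclear pore gene, rose from 0% to 56.2% (p = 0.00121, Fisher's exact test). IPO11 was called on 2 intronic and 0 3ʹ-most-exon reads at 2 h, against 0 and 15 at 0.5 h. Of 15 testable genes of protein kinase B signaling, EGFR and MAPKAP1 rose in the 0.5–2 h window (1 after adjustment over all testable genes and 1 when adjusted over the list alone). Between 0 and 0.5 h, 0 of 8 were called, against 9.37% of all other genes, so 8 genes are too few to show a difference. Of 13 testable p53 target genes, CDKN1A, DDB2, POLH, TNFRSF10B and XPC rose in the 0.5–2 h window (3 after adjustment over all testable genes and 4 when adjusted over the list alone). Of 24 testable U1 snRNP and splicing factor genes, 8 rose (4 and 4 when adjusted over the list alone), among them SRSF6, a serine/arginine-rich splicing factor gene, from 0% to 21.3%. Among the genes outside each of these lists, 15.5% to 15.7% had upregulated intronic pA isoforms in the 0.5–2 h window. DNA damage response, RNA polymerase II, nucleocytoplasmic transport and protein kinase B signaling are themes of GO terms the paper reports from the same study. Counts on those lists are not independent of that result, and POLR2A and CDKN1A are genes the paper names. The paper's RNA polymerase II term covers regulation of transcription at promoters. The list here holds polymerase subunits and elongation factors, so its counts do not test that term.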

GO analysis (Supplementary Table S2) indicated that upregulated intronic pAs in the 0–0.5 h window were enriched for genes associated with several GO terms, such as ‘regulation of protein kinase B signaling cascade’ and ‘modification of morphology or physiology of other organism involved in symbiotic interaction’, and those in the 0.5–2 h window were enriched for genes associated with ‘regulation of transcription from RNA polymerase II promoter’, ‘response to DNA damage stimulus’, ‘nucleocytoplasmic transport’ and so on. A significant number of regulated intronic APA events overlapped between RKO and RKO-E6 cells (*P*=2.4×10^−5^, Fisher’s exact test, Figure 2e, right panel), suggesting that the effect of UV treatment on intronic APA is not cell type specific. Notably, the extent of overlap is greater than that for 3ʹUTR-APA (*P*=0.14, Fisher’s exact test, Figure 2e, left panel), suggesting that intron-APA is less regulated by p53 than is 3ʹUTR-APA.

We then asked how intron-APA regulation was related to gene expression (Figure 3a and b, Supplementary Figure S6). 

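Of the 533 genes with activated intronic pAs between 0.5 and 2 h, here those called with a relative expression difference (RED) below -1, 45 fell and 38 rose in expression in the same window among 491 tested. PDCD1LG2, which encodes an immune checkpoint ligand, fell from 231 to 22.8 RPM (adjusted p = 3.12e-19, Fisher's exact test). DDX31, an RNA helicase gene, fell from 124 to 25.1 RPM (adjusted p = 5.32e-07, Fisher's exact test). WTAP, a subunit of the RNA methylation complex, fell from 129.5 to 13.7 RPM (adjusted p = 1.63e-10, Fisher's exact test). In PDCD1LG2, DDX31 and WTAP, intronic reads went from 4 to 6, from 0 to 3 and from 0 to 3. Their 3ʹ-most-exon reads went from 112 to 4, from 61 to 8 and from 65 to 3. Their calls as activated therefore rest mostly on the loss of 3ʹ-most-exon reads, which also makes up their fall in expression. PTGES3, a co-chaperone gene, and DUSP14, a phosphatase gene, were activated as well and rose, from 37.9 to 251 RPM and from 37.9 to 215 RPM. Their rise lay in intronic reads, from 2 to 97 and from 4 to 83, while 3ʹ-most-exon reads numbered 17 and 13 in PTGES3 and 15 and 11 in DUSP14. Among other activated genes named in the text, EFNB2 rose from 257 to 747 RPM. CDKN1A, POLR2A, POLH, TNFRSF10B, IPO13 and PABPC1 were also called up, and RPS6, SCAF8 and IPO11 down. Of 2297 tested other genes with intronic pAs, 166 fell and 222 rose. The median log2 RPM ratio was -0.12 in the activated genes and 0.16 in the 2882 other genes with intronic and 3ʹ-most-exon pAs, a difference of -0.28. Of 10000 random lists of genes matched on mean expression, 0.04% had a lower median, and 95% of them lay between -0.033 and 0.19. Counting reads of 3ʹ-most-exon pAs alone, the medians were -1.49 and -0.085. Activated genes were chosen for a fall of 3ʹ-most-exon relative to intronic reads in the same libraries, so this difference follows in part from the choice. With at least 10 reads in each library, the difference was -0.098 (303 and 1314 genes). The legend of Figure 3 gives RED below -1 for activated genes and mentions no test for choosing them. With RED below -1, no test and no minimum of reads, a list chosen after the data were seen, the direction turned. The medians were 0.16 in 2244 activated genes, above 88.7% of matched lists, and 0.0097 in 1171 other genes, a difference of 0.15. With 0.1 RPM added to each value, a gene with 0 intronic reads at 0.5 h can pass on 1 read at 2 h. This list held most of the 3415 testable genes and may not be that of the paper. With 1 of 2 equal parts of the 0.5 h reads used to call activated genes and the other part for expression, the difference of called genes was -0.17, against -0.27 with the same part for both. The 2 h reads also enter both the calls and this ratio, and they were not split.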

Our data indicate that genes with intronic pA activation between 0.5 and 2 h were more likely to be downregulated in the same period, as compared with other genes (Figure 3a), suggesting that intronic APA can inhibit gene expression by generating truncated transcripts. Interestingly, we also found that the same genes with intronic pA activation between 0.5 and 2 h were also more likely to be upregulated between 0 and 0.5 h after UV treatment (Figure 3b), suggesting that intronic APA might serve as a mechanism to regulate gene expression of factors involved in the response, such as POLR2A and cyclin-dependent kinase inhibitor 1A (CDKN1A), assuring that cells react to damage response in a controlled and timely manner. 

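CDKN1A, an activated gene, had 122 RPM at 0 h, 132 RPM at 0.5 h and 518 RPM at 2 h over all its pAs. It was not called in the 0–0.5 h window (log2 ratio 0.10, adjusted p = 0.883, Fisher's exact test) and rose by 1.98 on the log2 scale in the 0.5–2 h window (adjusted p = 5.08e-25, Fisher's exact test). POLR2A had 48.5 RPM at 0 h, 27.9 RPM at 0.5 h and 68.5 RPM at 2 h. It was not called in the first window (log2 ratio -0.79, adjusted p = 0.300, Fisher's exact test) and rose by 1.29 in the second (adjusted p = 0.0254, Fisher's exact test), with 29 intronic reads and 1 3ʹ-most-exon read at 2 h. WTAP rose by 1.90 in the first window (adjusted p = 9.55e-06, Fisher's exact test), from 34.6 RPM at 0 h. Of the activated genes, 25 rose and 20 fell between 0 and 0.5 h among 456 tested, and 88 rose and 160 fell among 2164 other genes. The median log2 RPM ratio of this window was 0.16 in the 533 activated genes and -0.042 in the other genes, a difference of 0.20, above the median of every one of the 10000 matched lists. With at least 10 reads in each library, the medians were -0.042 and -0.13, and 96.7% of the matched lists lay lower. With RED below -1, no test and no minimum of reads, chosen after the data were seen, the difference was 0.023 and 61.3% of the matched lists lay lower. The 0.5 h library enters both the calls and this ratio, and with separate parts of its reads for each, the difference was 0.12 (0.018–0.25 over 100 splits), against 0.22 with the same part. From a rise before and a fall during the activation of intronic pAs, the paper proposes that intron-APA might regulate factors of the response such as POLR2A and CDKN1A, so that the response stays controlled and timely.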

Consistent with this and the results shown in Supplementary Table S2, Ingenuity Pathway Analysis showed that genes with significant intronic APA regulation in both RKO and RKO-E6 cells were associated with pathways highly relevant to DDR (Figure 3c and d).

### Validation of UV-induced APAs detected by 3ʹ READS

To validate our genome-wide analysis, we examined 3ʹUTR- and intron-APAs for genes following the strategies shown in Figure 4a. To further confirm that the effect of UV treatment on intronic APA is not a cell type-specific effect, we extended our study to colon carcinoma HCT116 cells. Briefly, after recovery from UV treatment, nuclear RNA was isolated from colon carcinoma HCT116 and RKO cells and complementary DNA (cDNA) was synthesized by reverse transcription using oligo(dT) primers. Quantitative reverse transcription–PCR (qRT–PCR) was performed with these cDNA as template. HCT116 results are shown in Figure 4b and c. Three primers were used to detect intron-APA products (short isoform) and full-length mRNAs (long isoform): the forward primers were located in the upstream exons of regulated intronic pAs of studied genes and the two reverse primers corresponded to either the intron containing the pA (for detection of short isoform) or the downstream exon (for detection of long isoform). A similar strategy was used to detect 3ʹUTR-APA products: a common forward primer in the 3ʹUTR and the two reverse primers corresponded to either upstream (for detection of total 3ʹUTR-APA) or downstream (for detection of distal-APA isoforms) from the used pA. The values for the proximal APA were calculated by subtracting the distal-APA values from the total 3ʹUTR-APA values.

As shown in Figure 4b, our analysis for 3ʹUTR-APAs included genes involved in different biological pathways (Supplementary Table S1) with functions in DDR and cancer, such as small nuclear ribonucleoprotein polypeptide B (SNRPB2) [36, 37], endoplasmic reticulum protein retention receptor 1 (KDELR1) [38, 39]; Notch homolog 1 translocation-associated (NOTCH1) [40, 41] and dual specificity phosphatase 6 (DUSP6) [42, 43]. Consistent with the 3ʹREADS results (Figure 1c), the analysis of UV-induced 3ʹUTR-APA in the 0–0.5 h window indicated that each individual gene did not show a major change in the distal/proximal ratio. However, UV treatment in the 0–2 h window induced changes in the usage of pA for individual genes, favoring either distal (KDELR1, NOTCH1 and DUSP6) or proximal (SNRPB2) pAs. The analysis shown in Figure 1c might represent the overall behavior of the total genes analyzed, indicating that there was no global direction of 3ʹUTR length changes under these conditions.

Our analysis for intron-APAs included genes with important functions in DDR and cancer (Figure 4c), namely cyclin-dependent kinase inhibitor 1A (CDKN1A, p21) [44, 45], polymerase (RNA) II (DNA directed) polypeptide A (POLR2A, RNA polymerase II) [46, 47], Ephrin B2 (EFNB2) [48, 49], E2F transcription factor 1 (E2F1) [50, 51] and Down syndrome critical region gene 3 (DSCR3) [52, 53]. Importantly, based on IPA analysis, CDKN1A and POLR2A were at the hub of the networks significantly associated with intronic pA activation in the 0.5–2 h window (Supplementary Figure S3A and B). Consistent with the 3ʹREADS analysis results, UV treatment induced the formation of intron-APA transcripts that were polyadenylated (Figure 4b and c). Interestingly, the increase in intron-APA isoforms was observed from 2 to 6 h after UV treatment, but these shorter isoforms decrease after 10 h, reaching the levels of untreated cells (Figure 4c). Similar results were observed with RKO cells (not shown), suggesting that UV-mediated regulation of intronic APA is not a cell type-specific effect. The transient nature of these intron-APA isoforms is consistent with previously characterized responses to DNA damage [25, 30]. The sequences of the second intron was not detected in any of the mRNAs samples analyzed (Supplementary Figure S4A), indicating that intron-APA was induced within the first intron of the target mRNAs. Together, these results indicate the UV treatment induce the usage of intronic pAs of genes involved in DDR, suggesting a possible role for these intron-APA events in controlling gene expression during the response.

### Features of UV-induced intronic APA events

We next examined features of introns that harbor activated pAs in DDR in our 3ʹREADS data. Strikingly, we found the activated intronic pAs are highly enriched (>1.5-fold above background) in 5ʹ introns, with the most notable enrichment being pAs in the first intron in the 0.5–2 h window (2-fold above background) (Figure 5a). Consistently, we found that the distance from the activated pAs in the 0.5–2 h window to transcription start site (TSS) was significantly shorter than those in control cells (*P*=3×10^−12^) (Figure 5b), a trend not seen for activated pAs in the 0–0.5 h window (*P*=0.4). Further analysis of intron features indicated that introns harboring activated pAs are larger and had stronger 5ʹ splice site (5ʹSS) compared with other introns (Supplementary Figure S5). However, these distinct features were not significantly different from other first introns. Note that the upregulated intronic pAs of POLR2A and EFNB2 are both located in the first intron, and the APA event of CDKN1A was either in the first intron or a 5ʹ intron depending on the TSS (Supplementary Figure S2). 

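EFNB2 lies on the minus strand of chromosome 13 in hg19. Its intronic pA at position 107180737 had 13.8 RPM at 0 h, 13.9 RPM at 0.5 h and 557 RPM at 2 h, and the one at 107182955, farther upstream, had 63.9 RPM at 2 h. Its most abundant 3ʹ-most-exon pA, at 107142546, had 452, 195 and 16.0 RPM. CDKN1A lies on the plus strand of chromosome 6. Its intronic pA at 36648636 had 9.23, 5.98 and 292 RPM, and its 3ʹ-most-exon pA at 36655109 had 108, 122 and 164 RPM. POLR2A lies on the plus strand of chromosome 17. Its intronic pAs at 7388616 and 7388676 had 0 reads at 0 and 0.5 h, and 11.4 and 36.5 RPM at 2 h. Another intronic pA, at 7392652, had 9.96 RPM at 0.5 h and 0 reads in the other libraries, and the 3ʹ-most-exon pA at 7417933 had 48.5, 13.9 and 2.28 RPM. From the most upstream intronic pA to the most distal 3ʹ-most-exon pA, the distance is 45.1 kb in EFNB2, 8.00 kb in CDKN1A and 29.5 kb in POLR2A. The table gives no introns or TSSs of hg19, so the intron that holds each pA is not analysed here.

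**Figure D2:**
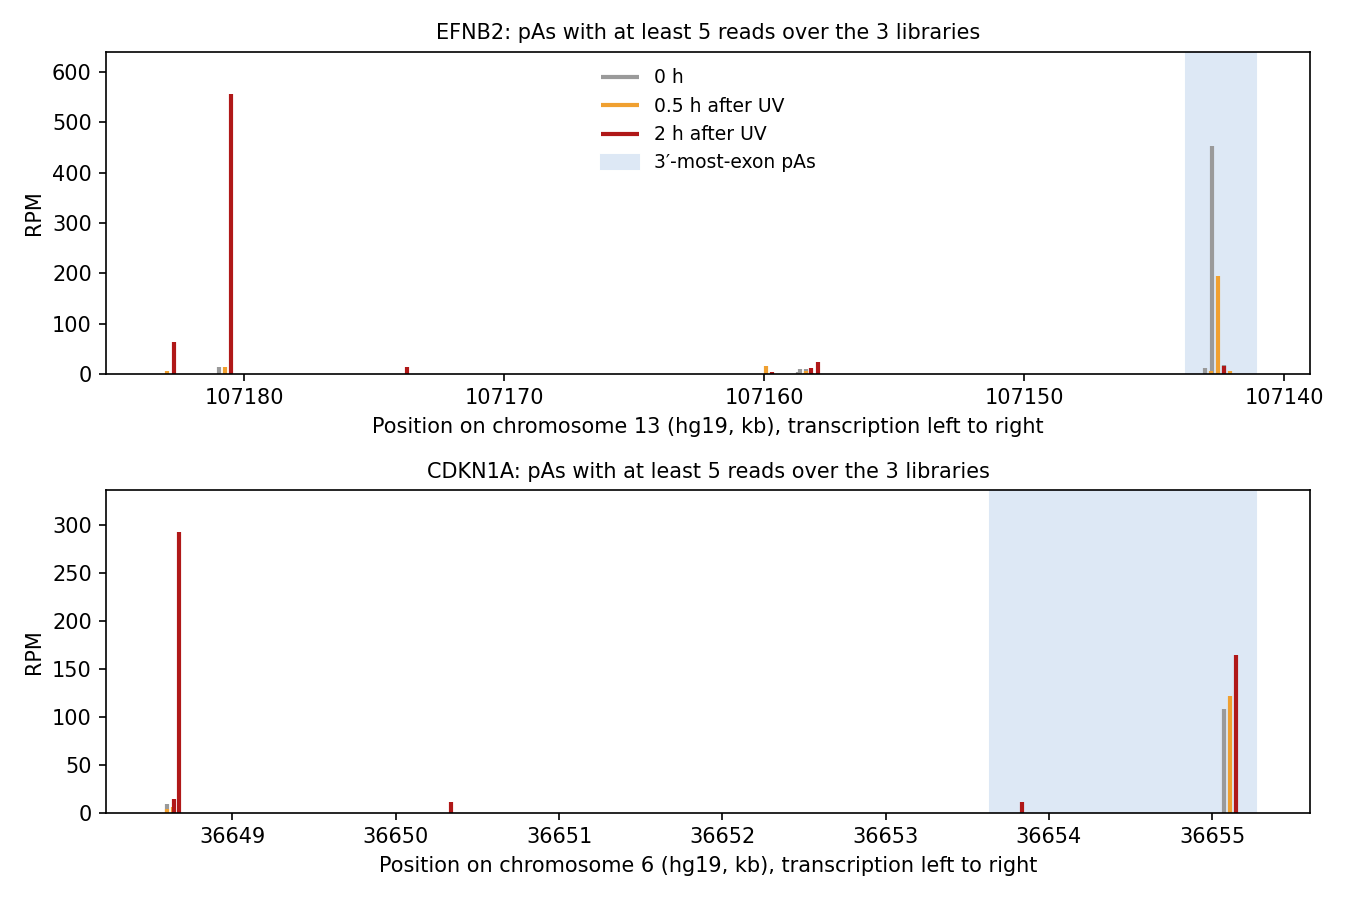
RPM (vertical axis) at each pA of EFNB2 and CDKN1A with at least 5 reads over the 3 libraries, by position in kb (horizontal axis, hg19). Lines of the 3 libraries at 1 pA are drawn side by side, shading marks the 3ʹ-most-exon pAs, and the highest lines at 2 h are the intronic pAs with 557 RPM in EFNB2 and 292 RPM in CDKN1A.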

Interestingly, in addition to the sense strand pAs, we also noticed in the 0.5–2 h window a general upregulation of transcripts using pAs within 4 kb from the TSS on the anti-sense strand (Figure 5c). These transcripts were previously named upstream anti-sense RNA (uaRNA) or PROMPTs [54, 55]. Their activation in the 0.5–2 h window suggests a unique mechanism regulating RNAP II activity around the TSS in this phase of DDR response. We also determined the distribution of nucleotides around the 3ʹUTR and intronic pAs identified by 3ʹREADS (Figure 5d). The base composition profiles upstream and downstream from the pA for these two groups of pAs were highly similar and consistent with those of known pAs [11], indicating that the 3ʹUTR and intronic pAs detected by 3ʹREADS were genuine pAs with similar surrounding cis elements.

### Role of U1 RNA levels in intronic APA events during DDR

The activation of promoter-proximal pAs in 2 vs 0.5 h is reminiscent of APA regulation by U1 snRNP: functional depletion of U1 RNA shortens mRNAs due to usage of promoter-proximal cleavage and polyadenylation signals [9]. Earlier studies have shown a decrease in U1 and U2 small RNA levels in HeLa cells on UV treatment [56]. Therefore, we examined whether intronic APA was triggered by U1 RNA reduction in response to UV irradiation. First, we detected the effect of UV treatment on the levels of U1 RNA by qRT–PCR using HCT116 and RKO cells (Figure 6a). Cells were treated with UV irradiation and allowed to recover for the indicated time points. Consistent with the studies of Eliceiri and Smith [56], our qRT–PCR analysis of nuclear RNA samples from these cells showed a transient decrease in U1 RNA levels on UV treatment (Figure 6a). Although a decrease in U1 RNA was detected as early as 0.5 h after UV treatment, the lowest level of U1 RNA was observed 6 h after UV treatment for both cell lines. The levels of U1 RNA increased 24 h after UV treatment, reaching the levels of untreated cells. Extending those studies, we analyzed the levels of other components of the U1 and U2 snRNPs by qRT–PCR. After UV treatment, a decrease was also observed in U2 RNA, U1A and U1-70K mRNAs of U1 snRNP (Figure 6b). No significant changes were observed in U1C levels. Thus, among all the molecules examined, U1 snRNA levels (Figure 6a) correlated the best with the changes in intronic/full-length APA levels (Figure 4c). Previous studies indicate that U1 snRNPs, such as U1A and U1-70K, are inhibitors of 3ʹ end processing and intronic APA (reviewed in 57). Our studies indicate that the decrease of these U1 snRNPs early in DDR might increase intronic APA. However, only U1 snRNA levels correlate with the decrease in intronic APA later in the response, suggesting that other components of U1 snRNP might not be at the rate-limiting level during DDR.

Importantly, functional depletion of U1 RNA using morpholino oligonucleotides increased significantly the ratio of intron/full-length APA isoforms for POLR2A, CDKN1A and EFNB2 (Figure 6c). Strikingly, using low concentrations of U1 snRNA AMO, the changes in the intronic/full-length ratio by U1 RNA depletion were similar in magnitude to that observed after UV treatment (compare Figures 4b and 6c). As previously described [9], we did not detect sequences of the second intron in any of the mRNA samples analyzed at low concentrations of U1 snRNA AMO (Supplementary Figure S4B), indicating that the moderate functional decrease in U1 levels was insufficient to inhibit splicing. However, at higher concentrations, second intron inclusion was observed for the genes analyzed (Supplementary Figure S4B). U2 RNA depletion using morpholino did not increase the usage of examined intronic pAs (Figure 6c). This is consistent with previous studies showing that decrease of U2 snRNP levels has a different impact on intronic APA [21]. Supporting these results, overexpression of U1 snRNA reverses the UV-induced increase of intron-APA (Figure 6d) and apoptosis (Figure 6e). Together, these results indicate that the UV-induced downregulation of U1 snRNA, not other components of the U1 snRNP, is chiefly responsible for the activation of intronic APA sites during DDR.

## Discussion

Here we report significant activation of intronic pAs on UV treatment in mammalian cells, adding a new layer of gene regulation in the cellular response to UV-induced DNA damage. At the center of this mechanism is U1 snRNA, one of the component of U1 snRNP, which has previously been shown to play an important role not only in splicing but also in 3ʹ end processing [5, 20]. Our data for the first time provides a cellular response/pathway that is affected by the U1–APA axis and shows that downregulation of the U1 snRNA level is the controlling step for intronic APA in DDR. This mechanism results in activation of pAs located near TSS, mostly in the first intron, and serves as a rapid (within 2 h after UV) strategy to regulate expression of affected genes. Given the different correlations between intronic pA activation and gene expression changes in 0.5 vs 2 h and 0 vs 0.5 h windows, it is plausible that this mechanism assures that the expression of factors involved in the response, such POLR2A and CDKN1A, occurs in a controlled and timely manner. Consistent with this, genes with significant intronic APA regulation belong to pathways activated during DDR and downregulation of gene expression was more likely to be associated with intronic APA.

Our results indicate that similar changes in APA events occur in different cell lines in a similar timeframe, suggesting that UV-mediated regulation of intronic APA and 3ʹUTR-APA are not a cell type-specific effect. However, our results also indicate that p53 expression may impact the extent of APA regulation during DDR. This is not surprising given that p53 is involved in different aspects of gene expression regulation during DDR, such as controlling transcription, mRNA stability and/or translation [58, 59]. Further experiments are needed to reveal the exact role of p53 in APA regulation in DDR.

Although transcriptional and protein level changes of POLR2A and CDKN1A are known mechanisms of UV response in mammalian cells, the UV-induced regulation of their APA isoforms and steady-state levels of their transcripts have never been reported. A fraction of the largest subunit of POLR2A decreases by DNA damage-induced ubiquitination followed by proteasomal degradation in mammalian cells [60, 61]. This modification can be detected within 15 min after exposing cells to UV irradiation and persists for about 8–12 h [60]. POLR2A ubiquitination requires C-terminal domain phosphorylation, which is a characteristic of elongating POLR2A [61, 62]. Interestingly, the polyadenylation factor CstF associated to the tumor suppressors BRCA1/BARD1 play a role in the proteasome-mediated degradation of POLR2A during DDR [27, 63]. Both the interaction of CstF and BRCA1/BARD1 complex [24, 27, 31] and the proteasome-mediated degradation of POLR2A [27, 63] contribute to the inhibition of 3ʹ end processing that occurs after DNA damage. Those studies suggested the existence of several, possibly redundant, mechanisms to explain the inhibitory effect of UV irradiation on mRNA 3ʹ processing. The studies presented here add another level of complexity indicating that the UV-induced decrease in POLR2A protein levels might be due to intronic APA, which results in a decrease in full-length POLR2A mRNA, supporting the idea that U1 snRNA plays a role in this response. The cellular function of this shorter form of POLR2A protein in cellular transcription as well as other factors involved in intronic APA during DDR will be addressed in future studies. Notably, it has been shown that UV damage switches the usage of pAs from the proximal to the distal one in the 3ʹUTR for the yeast largest subunit of POLR2A gene [64]. How APA-medicated regulatory mechanisms vary in different species is another subject of future investigation.

Although it is known that a differential regulation of genes involved in DDR occurs during the progression of DDR, the mechanisms driving this differential regulation are not completely understood. One example is the p53 pathway. Although p53 binds to the promoter of all of its target genes not all these genes are activated with same stimulus at the same time of the response [65–67]. For example, while UV treatment induces p53 binding at the CDKN1A promoter, it does not induce a strong increase in CDKN1A levels of full-length mRNA and protein [67]. However, p53 can activate CDKN1A expression under cell cycle arrest conditions induced by doxorubicin or Nutlin-3 treatment, indicating that other mechanisms contribute to the regulation of CDKN1A mRNA levels on UV treatment. Previous studies have shown that this stimulus specific response is regulated by posttranslational modifications of p53 [68, 69], p53-binding factors [70, 71], chromatin structure and transcription factors [61]. This suggests that multiple mechanisms contribute to define p53-dependent transcriptional profiles. Our studies indicate that activation of intron-APA and accumulation of shorter mRNA isoforms of CDKN1A might provide an alternative explanation of CDKN1A regulation during UVC-induced DNA damage.

Together, our study reveals a significant gene-specific regulatory scheme in DDR where U1 snRNA impacts gene expression via APA.

## Materials and Methods

### Tissue culture methods

RKO, RKO-E6 and HCT116 cell lines were cultured in Eagle's minimal essential medium and Dulbecco’s modified Eagles medium, respectively. Media were supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin antibiotic.

### DNA-damaging agents

Ninety percent confluent cultures were exposed to UV and harvested at the indicated times. UVC doses (40 J m^−^^2^) were delivered in two pulses using a Stratalinker (Stratagene, La Jolla, CA, USA). Prior to pulsing, medium was removed and replaced immediately after treatment.

### 3ʹREADS

Colon carcinoma RKO cells were treated with UV irradiation and allowed to recover for 0.5 or 2 h. Nuclear RNA was purified using the RNeasy kit (Qiagen, Valencia, CA, USA) following manufacturer’s protocol, followed by 3ʹREADS analysis as described in ref. 33. Briefly, after RNA fragmentation, poly(A)-containing RNA fragments were captured onto magnetic beads coated with a chimeric oligonucleotide (oligo CU_5_T_45_), which contained 45 thymidines (Ts) at the 5′ portion and 5 uridines (Us) at the 3′ portion, and were released from the beads by RNase H treatment, which also eliminated most of the As of the poly(A) tail. Eluted RNA was ligated to 5′ and 3′ adapters, followed by reverse transcription, PCR amplification and deep sequencing.

### Data analysis

Reads from 3ʹREADS were aligned to the genome using Bowtie2 [72], and those with at least two non-genomic As at the 3′ end were considered as PolyA site-supporting reads, which were used for APA analysis. We used the Fisher’s exact test to compare isoform expression between two samples. For 3ʹUTR-APA analysis, the two most abundant 3ʹUTR pA isoforms were compared; for intron-APA analysis, we either compared each intronic pA isoform with all isoforms using pAs in the 3ʹ-most exon or combined all intronic pA isoforms and compared them with all isoforms using pAs in the 3ʹ-most exon. We used *P*-value<0.05 and relative abundance change>5% to select significantly regulated APA events. GO analysis (http://www.geneontology.org) were carried out using Fisher’s exact test. IPA analysis was carried out using default values (www.qiagen.com/ingenuity). Features of introns with regulated pAs were based on RefSeq annotations. 5ʹSS and 3ʹSS scores were based on the maximum entropy method [73].

### Analysis of endogenous mRNAs or APA isoforms abundance

Nuclear RNA was purified from different cell lines using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s directions. RNA concentrations of the samples obtained under different conditions were equalized. Equivalent amounts of purified RNA (2 μg) were used as a template to synthesize cDNA using either random hexamer primers or oligo-d(T) primers and GoScript reverse transcriptase (Promega, Madison, WI, USA) according to the manufacturer’s protocol. PCR was performed using the reverse transcriptase products and Taqman master mix (Applied Biosystems, Foster City, CA, USA). The primers used to detect intron/full-length and distal/proximal mRNA isoforms are described in Supplementary Table S3. Commercially available primers for GAPDH (Applied Biosystems) were used in the qRT–PCR reactions to normalize qRT–PCR reactions. SYBR green master mix (Applied Biosystems) was used in the qRT–PCR reactions. Relative levels were calculated using ΔCτ method. Genomic DNA was prepared from HCT116 cells as in ref. 74. For detection of second introns the following primers were used: POLR2A: forward primer 5ʹ- GGGAAGCAGGCTGGAATTGG-3ʹ, reverse primer 5ʹ- GTCTGCATTGTACGGAGTT-GTC-3ʹ. CDKN1A: forward primer 5ʹ- GAGTGGACGTTCCCCGAGTT-3ʹ, reverse primer 5ʹ- GTCAGCCAGGCCAAGAAGAAG-3ʹ. Ephrin B2: forward primer 5ʹ- GCCAGGAAGGAGGTATAATTGGG-3ʹ, reverse primer: 5ʹ- ACCTTTCTTCTCCCCTGCTAC-3ʹ.

### Depletion and overexpression of U1 snRNA

HCT116 cells were transfected with either 10 nmol of control oligo or U1 snRNA targeting morpholino oligonucleotides according to the manufacturer’s instructions (Gene Tools, Philomath, OR, USA) using scrape delivery method. After addition of morpholino nucleotides, cells were scraped and transferred to a new six-well plate. The plasmid overexpressing U1 snRNA was kindly provided by Dr Gunderson (Rutgers University). HCT116 cells were transfected with this plasmid using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Cells were harvested 48 h after transfection and nuclear RNA was isolated. cDNA was prepared and used in qRT–PCR reactions as described above.

### Nuclear extract preparation

After UV treatment, nuclear extracts were prepared from harvested cells essentially as described [30, 32].

### Cell death ELISA assay

Fragmentation of DNA after induction of apoptosis was determined by photometric enzyme immunoassay (Cell Death Detection ELISAPLUS; Roche, Indianapolis, IN, USA) as recommended by the manufacturer.

### Availability of supporting data

The data sets supporting the results of this article are available in the NCBI’s Sequence Read Archive: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71801.

## Figures and Tables

**Figure 1:**
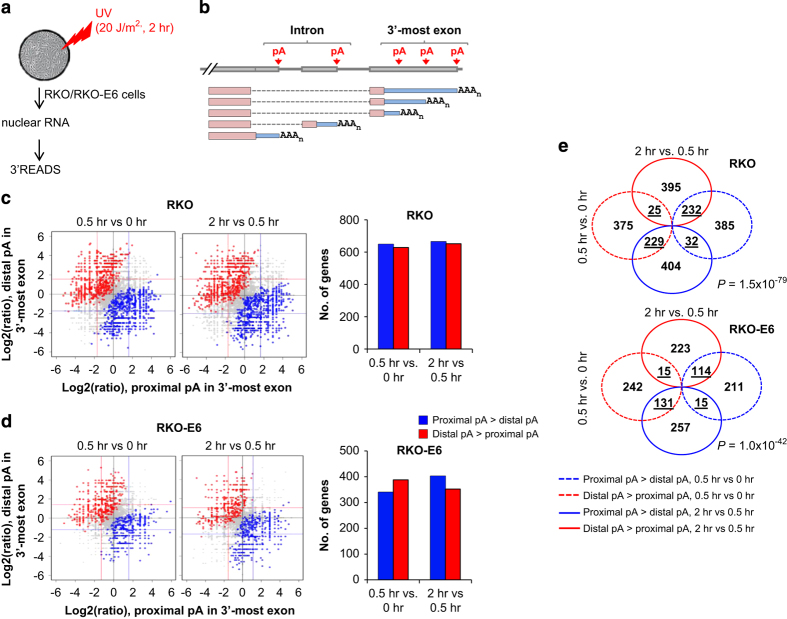
Regulation of 3ʹUTR-APA in both RKO and RKO-E6 cells after UV treatment**.** (**a**) Experimental design for analysis of APA in UV-treated cells using 3ʹREADS. (**b**) Schematic showing two types of APA examined in this study, namely intron-APA and 3ʹUTR-APA. (**c**, **d**) Comparison of 3ʹUTR-APA in RKO and RKO-E6 cells. Top 2 most abundant 3ʹUTR isoforms were chosen for each gene. Log2 ratios of expression are plotted between two isoforms. APA changes were examined in two time windows (0.5 vs 0 h, and 2 vs 0.5 h) and considered significant when *P*-value<0.05 (Fisher’s exact test). Blue dots represent genes with upregulated proximal pA isoform (3ʹUTR shortened), and red dots represents genes with upregulated distal pA isoform (3ʹUTR lengthened). Grey dots are genes that have no significant regulation. Colored lines indicate median values for blue or red dots. Number of genes with regulated 3ʹUTR is shown on the right plot. Blue and red dots on the left correspond to genes in blue and red bars, respectively. (**e**) Venn diagram comparing significantly regulated 3ʹUTR-pA isoforms for both RKO and RKO-E6 cells. *P*-value (Fisher’s exact test) indicates bias of distribution of the numbers in four overlapping areas (underlined). APA, alternative cleavage and polyadenylation; 3′READS, 3′ region extraction and deep sequencing; UTR, untranslated region; UV, ultraviolet.

**Figure 2:**
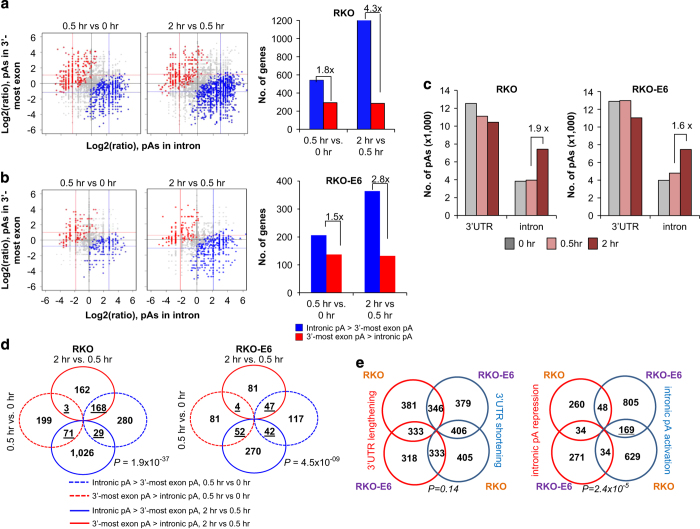
Regulation of intron-APA in both RKO and RKO-E6 cells after UV treatment. (**a**, **b**) Comparison of expression between intronic pA isoforms and all isoforms using pAs in the 3ʹ-most exon in RKO and RKO-E6 cells. Blue dots correspond to genes with upregulated proximal pA isoform (intronic pA activation) and red dots correspond to genes with upregulated distal pA isoform (intronic pA repression). Grey dots are genes that have no significant regulation. Colored lines indicate median values for blue or red dots. Number of genes with significantly regulated intron-APA events is shown on the right. Ratio of number of genes in the blue bar to that of genes in the red bar is indicated. (**c**) Distribution of pAs detected in 3ʹUTRs or introns in samples from both RKO and RKO-E6 cells. Only pAs with read number greater than 5% of all reads of the gene were used. (**d**) Venn diagram comparing genes with significantly regulated intronic pA isoforms in two windows in samples from both RKO and RKO-E6 cells. (**e**) Venn diagram comparing significantly regulated APA events in RKO and RKO-E6 cells. Significance was determined by RED (relative expression difference), with the cutoff of >1 or <−1. (left) 3ʹUTR-APA events. (right) intron-APA events. Statistical analysis of overlapping genes was performed by the Fisher’s exact test. APA, alternative cleavage and polyadenylation; 3′READS, 3′ region extraction and deep sequencing; UTR, untranslated region; UV, ultraviolet.

**Figure 3:**
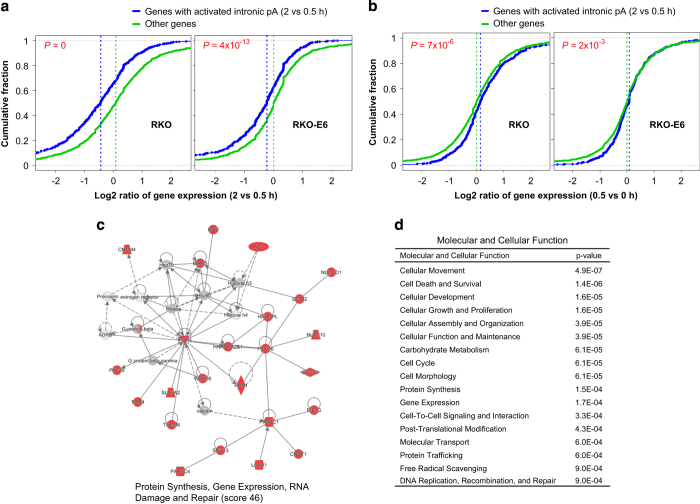
Relationship between intronic APA and gene expression regulation**.** (**a**) Gene expression changes vs intron-APA regulation. The blue line is for genes with activated intronic pA in 2 vs 0.5 h (RED<−1), and green line for other genes. *X*-axis indicates log2 ratio of gene expression in 2 vs 0.5 h in RKO (left) and RKO-E6 (right). *Y*-axis is cumulative fraction. The median value of each group is indicated by a dotted vertical line. The *P*-value is based on comparison of two groups using the Kolmogorov–Smirnov test. (**b**) As in **a** except that gene expression changes are based on 0.5 vs 0 h. Note that intronic regulation is based on 2 vs 0.5 h (RED<−1) as in **a**. (**c**, **d**) Significant functional categories enriched with genes with significant intronic APA regulation in both RKO and RKO-E6 cells (underlined in the Venn diagram in Figure 2e, right panel), as analyzed by the Ingenuity Pathway Analysis Network (**c**) and Molecular and Cellular Function terms (**d**). In the network, red nodes indicate genes with significant intronic APA regulation. APA, alternative cleavage and polyadenylation.

**Figure 4:**
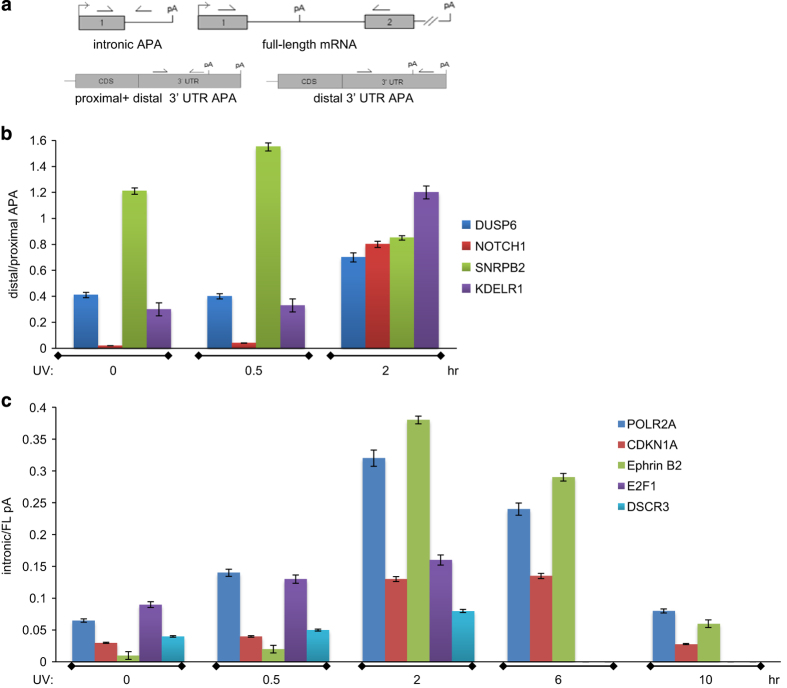
Effect of UV treatment on APA. (**a**) Schematic representation of amplified regions to detect 3ʹUTR and intronic APA. HCT116 were treated with UV irradiation and allowed to recover for indicated times, and then harvested. cDNA was prepared using oligo(dT) primers from nuclear RNA and used for PCR and qPCR reactions with primers specific for intronic APA, full-length mRNA, and 3ʹUTR (proximal and distal) APA. (**b**) qRT–PCR analysis of HCT116 samples for the effect of UV on 3ʹUTR pA choice. The ratio of distal/proximal of each analyzed gene is shown. Samples were prepared as described in **a**. The qRT–PCR values were calculated from three independent biological samples by triplicate. (**c**) Intron-APA is transiently upregulated on UV-induced DNA damage. Samples were analyzed as in **a** but the ratio of intronic/full-length of each mRNA is shown. The qRT–PCR values were calculated from three independent samples. APA, alternative cleavage and polyadenylation; cDNA, complementary DNA; qRT–PCR, quantitative reverse transcription–PCR; UV, ultraviolet.

**Figure 5:**
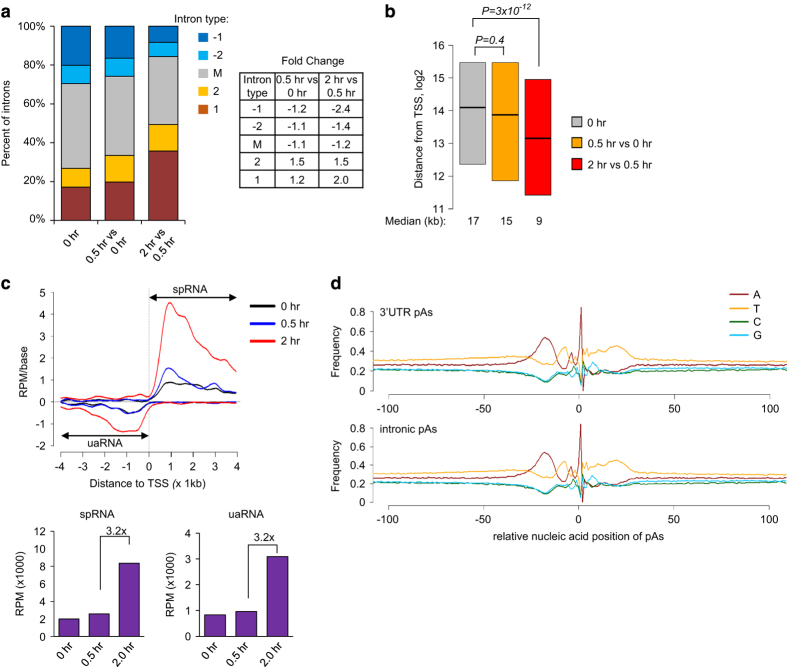
Regulation of intronic APA and C/P events around transcription start site (TSS) in response to UV**.** (**a**) Distribution of introns with activated pAs in genes. 1, first intron; 2, second intron; M, middle introns; −2, second to the last intron; −1, last intron. Single introns were excluded from this analysis. The number of introns falling into multiple types, for example, both +1 and −1 types, was evenly divided in calculation. Introns with pAs at 0 h were used as control. Changes of percent of introns with activated pAs at 0.5 vs 0 h or 2 vs 0.5 h are shown in a table next to the plot. (**b**) Boxplot showing distance from the transcription start site (TSS) to intronic pAs. Only the 25th to 75th percentile values are shown. The 0 h data are based on all detected intronic pAs, and the 0.5 vs 0 h and 2 vs 0.5 h data are based on activated intronic pAs. *P*-values were based on Wilcoxon test comparing the 0.5 vs 0 h or 2 vs 0.5 h values with those of control (0 h). (**c**) Distribution of pAs around the TSS. Top panel: all detected pAs in three samples are plotted, and are shown as reads per million (RPM) per base. The pAs within 4 kb from the TSS on the anti-sense strand are called upstream anti-sense RNA (uaRNA) pAs, and those within 4 kb from the TSS on the sense strand are called sense proximal RNA (spRNA) pAs. For uaRNA pAs, we discarded pAs that were associated with any known genes, and for spRNA pAs we excluded pAs that were located in the 3ʹ-most exon of genes. Bottom panel: the amounts of uaRNAs or spRNAs are shown in bar graphs. The ratio of transcript amount in the 2 h sample to that in the 0.5 h sample for spRNA pAs (top) or uaRNA pAs (bottom) is indicated. (**d**) Distribution of nucleotides as a function of base position around the pA identified by 3ʹREADS. The upstream and downstream regions around the pA were analyzed, spanning from −100 nt to 100 nt, with the pA set at 0 nt. The *y*-axis indicates frequency of each type of nucleotide at a given position. Top panel: nucleotide frequency around 3ʹUTR pAs (14 058 in total). Bottom panel: nucleotide frequency of intronic pAs (6 750 in total). APA, alternative cleavage and polyadenylation; 3′READS, 3′ region extraction and deep sequencing.

**Figure 6:**
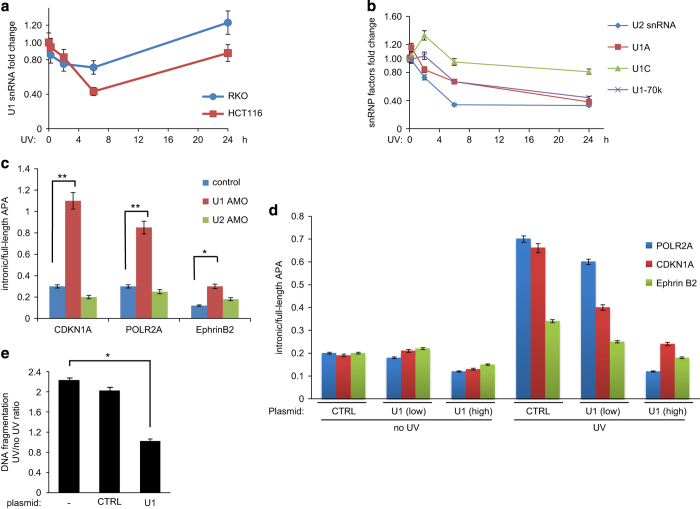
U1 RNA levels inversely correlate with intronic APA. (**a**) U1 snRNA levels decrease after UV treatment. HCT116 and RKO cells were treated with UV irradiation and allowed to recover for the indicated times, and then harvested. Nuclear RNA was isolated and cDNA was prepared using random primers. qRT–PCR reaction was performed with primers specific for U1 snRNA. qRT–PCR products of actin were used as endogenous control. The values from each sample were normalized to non-treated samples. The qRT–PCR values were calculated from three biological samples by triplicate in each determination. (**b**) Changes in the levels of spliceosome complex components on UV treatment. HCT116 cells were treated with UV irradiation and analyzed as in Figure 4a by qRT–PCR reaction with primers specific for U2 snRNA, U1A, U1C and U1-70K. The qRT–PCR values were calculated from three independent samples. (**c**) Functional depletion of U1 snRNA, but not U2 snRNA, causes an increase in intronic pA. HCT116 cells were transfected with control or anti-sense morpholino targeting U1 snRNA (U1 AMO) or U2 snRNA (U2 AMO). cDNA was prepared and used in qRT–PCR assays as in Figure 4c. The qRT–PCR values were calculated from three biological samples were analyzed by triplicate in each determination. (**d**) Overexpression of U1 RNA abolishes UV-induced intronic APA. HCT116 cells were transfected with two concentrations of either control or U1 snRNA expressing vectors and treated with UV irradiation. Nuclear RNA was used to prepare cDNA, which was used in qRT–PCR reactions as in Figure 2b. The qRT–PCR values were calculated from three independent samples. (**e**) Overexpression of U1 RNA decreases the levels of UV-induced apoptosis in HCT116 cells. The DNA fragmentation was calculated from three independent samples. APA, alternative cleavage and polyadenylation; cDNA, complementary DNA; qRT–PCR, quantitative reverse transcription–PCR; UV, ultraviolet.

How the deposited data were processed for this re-analysis (not part of the article)

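Nuclear RNA of RKO cells at 0 h and at 0.5 and 2 h of recovery after UV irradiation was sequenced by 3ʹREADS, with 1 library per time point. The submitters name CASAVA and Bowtie2, without versions, and the hg19 genome. The authors kept reads with at least 2 non-genomic As as reads that support a pA and assigned each pA to a gene and to the 3ʹ-most exon, an intron or an upstream exon. The deposited values are RPM, which the authors made by scaling the reads of each library to its total. How reads were clustered into pAs and which pAs were left out is not stated in the text of the paper. The deposited table lists 31565 pAs of 9431 genes, of which 58 pAs are listed under more than 1 gene.

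Within each column every value was a whole multiple of 1 read, within 4.00e-11 reads, so the RPM values were turned back into reads. The table holds 433093 of 433261 reads at 0 h, 501600 of 501838 at 0.5 h and 437491 of 438040 at 2 h. Intervals of shares are exact Clopper-Pearson intervals at a confidence level of 95% and cover counting error only, since reads without molecular identifiers are not independent molecules.

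Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. As in the methods of the paper, Fisher's exact test was used on the 2 most abundant pAs of a 3ʹ-most exon (3ʹUTR-APA), and on all intronic against all 3ʹ-most-exon pAs of a gene (intron-APA), with p under 0.05 and a change above 5 percentage points. The 2 pAs were ranked over the 3 libraries together. RED is the log2 ratio of 3ʹ-most-exon to intronic reads at the later over that at the earlier time, with 0.1 RPM added to each value. The tests compare the reads of 2 libraries and carry no spread between replicates. The windows were 0–0.5 h, 0.5–2 h and, beyond the paper, 0–2 h.

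Libraries with no change were simulated 100 times with each gene's total reads kept and reads drawn as independent. Genes called in 2 windows were set beside these simulations, the number that independent lists would share (for the splits also within 20 bins of reads), and 100 random splits of the 0.5 h reads. Expression medians of a list were ranked among 10000 random lists of equal size drawn within 20 bins of mean expression. The tests were also run on simulated data with known changes, where 60% of intron-APA changes of 4-fold and 88% of those of 16-fold were called in the 0.5–2 h window and 1.09% of genes with no change. The changes were folds of the odds, placed only in genes with at least 20 reads in each library and an intermediate intronic share. The percentages of changes called do not hold for genes with fewer reads.

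Named genes followed a rule set before the data were examined: the genes the paper names for APA, the 10 largest rises and 5 largest falls of the intronic share in the 0.5–2 h window and 5 of each in the 0–0.5 h window, 5 of each for 3ʹUTR-APA in each window (all with at least 20 reads in each library), the 10 largest rises and falls of expression (at least 50 reads in the higher and 10 in the lower library), and up to 4 called genes of each list with the smallest p. Further list members are named where a whole list of calls is given. PTGES3, DUSP14, PDCD1LG2, DDX31 and WTAP were picked from the genes of the rule as examples that were also activated, and other genes of the rule were activated as well.

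Of the 15 gene lists, 13 were fixed before the data were examined from general knowledge: DNA damage response and repair, p53 target genes, immediate early and stress response genes, RNA polymerase II and elongation, U1 snRNP and splicing factors, cleavage and polyadenylation factors, nucleocytoplasmic transport, cell redox homeostasis, protein kinase B signaling, cytosolic ribosomal proteins, mitochondrial mRNAs, and markers of differentiated colon epithelium and of fibroblasts. The other 2 hold the genes the paper names, which the study chose on these samples. Among the 13, DNA damage response, RNA polymerase II, nucleocytoplasmic transport, cell redox homeostasis and protein kinase B signaling share themes with GO terms the paper reports from its own data. Counts on those lists are not independent evidence for these terms. The paper's RNA polymerase II term covers regulation of transcription at promoters, while the list holds polymerase subunits and elongation factors and does not test that term.

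Alternatives covered the threshold, adjustment for multiple tests, a minimum of 10 reads, thinning to 433093 reads, the unit compared, the scaling of libraries, the value added before the logarithm, the reads counted as expression, and the split of the 0.5 h library. Positions of pAs in introns and transcripts near TSSs are not analysed here, since the table gives no introns or TSSs and the reference at hand is of another genome build. RKO-E6, HCT116 and the U1 experiments are not analysed here, since no processed values of them were at hand.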

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

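Chosen after the result was seen were the tests of read sampling, of opposite calls against independent lists and of RPM values used as counts, and the bound for depth, while thinning itself was set before the data were examined. The test of opposite calls replaced a bound set before their values were seen (under 50% lost, and every split above 2 times the number for independent lists of all reads, 26.8 for 3ʹUTR-APA and 13.5 for intron-APA), which was not met and would have left the question open. The tests without the most abundant pAs, at equal numbers of intronic reads and of expression with the split 0.5 h library were set before their values were seen.

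Results in parts of the data the paper does not report are these. Intronic pA isoforms were upregulated in 556 genes between 0 and 2 h, a window for which the paper compares numbers of detected intronic pAs but gives no such calls, and 3ʹ-most-exon pA isoforms in 46 genes. Upstream-exon pAs, which the paper does not discuss, held 0.309% of the reads at 2 h (95% interval 0.293–0.326%), 0.221% at 0 h (0.208–0.236%) and 0.206% at 0.5 h (0.194–0.219%).

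Many more intronic pAs were detected at 2 h than before. A difference in depth is argued against by the libraries thinned to the smallest one, where the ratio of 2 to 0.5 h was 1.90. Sampling of independent reads is argued against by simulated libraries with no change, which gave at most 31 activated genes against 535. Reads copied from the same molecule are not simulated, so sampling of molecules stays open. A few abundant pAs are argued against by intronic RPM without the 50 most abundant pAs, which was 1.93 times higher at 2 h than at 0.5 h. A uniform loss of 3ʹ-most-exon reads would raise every intronic pA by 1 factor and add few sites, but at equal numbers of intronic reads the 2 h library held 1.74 times as many intronic sites as the 0.5 h library. The response to UV stays open, as does any difference in the handling of the single 2 h library, since no replicate tells them apart.

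The windows share the 0.5 h library, so read sampling in it may give opposite calls in both. With its reads split into 2 equal parts, 1 for each window, 47.7% of the opposite calls of 3ʹUTR-APA and 50% of those of intron-APA were lost relative to the same part in both, but at least 28 and 10 were found in every split, above the highest numbers for independent lists among genes of like read numbers, 17.6 and 7.04, which argues against read sampling as the cause of all of them. The differences in expression of activated genes were 0.12 in the 0–0.5 h window and -0.17 in the 0.5–2 h window when the part not used for the calls gave the expression, against 0.22 and -0.27 with the same part. All 100 splits kept the sign in both windows. The smallest differences, 0.018 and -0.040, lay inside the spread (SD) of medians of random lists taken with all reads, 0.044 and 0.059. The medians of the splits met neither the bound set before for read sampling nor the one set before against it. For expression, read sampling and a transient change in the cells therefore cannot be told apart. Any trait of the 0.5 h library as a whole stays in both parts and is not tested by the splits. Reads copied from 1 molecule can fall in both parts, so sampling of molecules is not tested either. In the 0.5–2 h window the 2 h reads also enter both the calls and the expression, and they were not split.

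The numbers of called genes in the paper are larger than those from reads. With RPM values rounded and used as counts in Fisher's exact test at p under 0.05, the 4 values the text gives for RKO cells were met with a largest deviation of 2.43%. This is consistent with a test run on RPM values, in which 1 read counts as 1.99 to 2.31, but the agreement was found after the values were seen. The methods of the paper name pA-supporting reads as used for APA analysis, so this stays open, and no biological explanation was tested.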

How the results depend on the processing

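Chosen after the data were seen were rounded RPM values as counts, calls with no test, lists with RED below -1 and no test, and the split in which both uses take the same part of the 0.5 h reads; the other alternatives were set before the data were examined. Below, windows are given in the order 0–0.5 h, 0.5–2 h and 0–2 h, and the cause was not tested except where stated.

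Of the values that answer a comparison, 147 were within the limits set for them under an alternative, 64 moved, 2 lost their rank among random lists and 1 reversed. The directions of the ratios of activated to repressed genes were above 1 under every alternative run. With adjustment for multiple tests, a stricter limit by construction, called genes numbered 70, 84 and 111 for 3ʹUTR-APA and 17, 206 and 208 for intron-APA, with ratios of activated to repressed genes of 1.43, 16.2 and 25. It left 13 opposite and 3 same-direction calls for 3ʹUTR-APA, and 7 and 0 for intron-APA, of 55 and 10 at unadjusted p under 0.05 by Fisher's exact test. It also ended the calls of POLR2A and EFNB2 in the first window, and of DSCR3 (intron-APA) and SNRPB2 (3ʹUTR-APA) in the second.

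With at least 10 reads in each library, fewer genes were tested: 3ʹUTR-APA gave 293 and 268 genes in the 0.5–2 h and 0–2 h windows, intron-APA 134, 336 and 327 genes, and opposite calls numbered 65 for 3ʹUTR-APA and 27 for intron-APA. The expression difference of activated genes was -0.098 in the 0.5–2 h and 0.087 in the 0–0.5 h window. The median of p53 target genes was 0.22 in the 0.5–2 h window and that of transport genes 0.11 in the 0–0.5 h window, both within 95% of random lists, and intron-APA was called for 3 p53 target genes and 1 ribosomal protein gene in the 0.5–2 h window. With each intronic pA alone, the ratio was 4.42 in the 0.5–2 h and 7.39 in the 0–2 h window.

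With the 0.5 h reads split into 2 equal parts and separate parts for the windows, opposite calls numbered 34 (3ʹUTR-APA) and 17 (intron-APA). With the same part they numbered 65 and 34, and same-direction calls 5 and 5. Fewer reads lower the number of calls by construction. With the other part for expression, the difference of activated genes was -0.17 in the 0.5–2 h and 0.12 in the 0–0.5 h window. With 3ʹ-most-exon pAs alone, which the calls take as lower at 2 h, these were -1.41 and 0.45. With RED below -1, no test and no minimum of reads, they were 0.15, reversed, and 0.023, over 2244 genes in place of 533.

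With rounded RPM values as counts, called genes numbered 1252, 1349 and 1363 (3ʹUTR-APA) and 843, 1520 and 1646 (intron-APA) without a minimum change, and 1139, 1198 and 1228, and 762, 1374 and 1490, with it. The ratios were 4.28 and 6.35 without and 4.22 and 6.34 with a minimum change in the 0.5–2 h and 0–2 h windows. Opposite and same-direction calls numbered 451 and 57 (3ʹUTR-APA), and 277 and 63 (intron-APA). Another setting used no test but RED beyond 1 or -1, a change above 5 percentage points and at least 10 reads in each library. With it, 3ʹUTR-APA gave 747, 722 and 727 genes, intron-APA 516 genes in the first window, and the ratios were 1.47, 3.79 and 5.36.

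No paired analysis was possible because each time point has 1 library. The alternatives on positions in introns and on transcripts near TSSs were not run, since the table gives neither, and a filter at 1 RPM in 1 library was not run, since 1 read is at least 1.99 RPM. Depth limits the calls: on simulated data 60% of 4-fold intron-APA changes, placed only in genes with at least 20 reads in each library, were called in the 0.5–2 h window.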

Differences from the paper's values

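In this part, rounded RPM values as counts and calls with no test were chosen after the values were seen; all other alternatives were set before the data were examined. The legends of the paper state p under 0.05 and its methods add a change above 5%, and the counts here use both unless stated. Rounded RPM values as counts are a setting under which values fall near those of the paper, whose methods name pA-supporting reads as used for APA analysis.

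For 3ʹUTR-APA, the paper's value is about 1300 genes in each window in Figure 1c, read by eye (its text gives exact numbers, not printed here), against 408 genes in the 0–0.5 h window and 477 in the 0.5–2 h window here. None of the alternatives set before the data were examined (p alone, adjustment, at least 10 reads, thinning, a RED limit, the 2 pAs ranked over the compared libraries) came within 1.5 times of either. With rounded RPM as counts, chosen after seeing the values, the numbers were 1252 and 1349 with p alone, and 1139 and 1198 with the minimum change.

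For the ratio of genes with upregulated intronic to upregulated 3ʹ-most-exon pA isoforms in the 0.5–2 h window, the paper's value is 4.3, against 7.75 here. Of the alternatives set before, the comparison of each intronic pA alone, which the methods of the paper also name, gave 4.42, and p alone, adjustment, at least 10 reads, thinning and a RED limit did not come within 1.5 times. With rounded RPM as counts it was 4.28 with p alone and 4.22 with the minimum change, both chosen after seeing the values. With no test but a RED limit, a change above 5 percentage points and at least 10 reads in each library, also chosen after, it was 3.79. In the 0–0.5 h window the ratio of 1.98 here was within 1.5 times of the paper's.

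For the numbers behind these ratios, the paper's values are about 540 activated and about 290 repressed genes in the 0–0.5 h window and about 1200 and about 280 in the 0.5–2 h window, read by eye in Figure 2a, against 162, 82, 535 and 69 here. No alternative set before the data were examined came within 1.5 times of any of them. With rounded RPM as counts, chosen after seeing the values, they were 545, 298, 1232 and 288 with p alone, and 499, 263, 1111 and 263 with the minimum change. A setting with no test but a RED limit, a change above 5 percentage points and at least 10 reads in each library was also chosen after. It gave 307, 209, 670 and 177, of which only the 209 repressed genes of the first window came within 1.5 times. The 5 genes the paper names for intron-APA were called from reads and with rounded RPM in the 0.5–2 h window, so none of these is dropped, and the full lists of the paper are not analysed here.

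For genes called in both windows, the paper's values for 3ʹUTR-APA are about 460 in opposite and about 57 in the same direction, from Figure 1e, against 100 and 13 here. For intron-APA they are about 240 and about 32, from Figure 2d, against 55 and 10 here. No alternative set before the data were examined came within 1.5 times of any of them. With rounded RPM as counts, chosen after seeing the values, the numbers were 451 and 57 for 3ʹUTR-APA and 277 for opposite calls of intron-APA, while same-direction calls of intron-APA were 63.

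For expression, the paper's median log2 ratio of genes with activated intronic pAs in the 0.5–2 h window is about -0.4 in Figure 3a, read by eye, against -0.12 here, and under no alternative set before the data were examined was the difference within the spread (SD) of medians of random lists, 0.059. The legend of Figure 3 gives RED below -1 for activated genes and mentions no test for choosing them. The methods of the paper select regulated APA events by p under 0.05 and a minimum change, so which rule gave that list is not clear. In the 0–0.5 h window, the paper's median of the other genes is about 0.05 in Figure 3b, read by eye, against -0.042 here. Among the alternatives set before, median-ratio scaling gave 0.032, a difference within the spread of random lists, and the others did not.

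The paper names POLR2A and CDKN1A beside the genes upregulated before and downregulated during activation, and both rose in the 0.5–2 h window, by 1.29 and 1.98 on the log2 scale, and neither was called in the 0–0.5 h window. The rise of POLR2A lies in intronic reads. Its 3ʹ-most-exon pA went from 13.9 to 2.28 RPM, the direction the paper gives, but on 7 and 1 reads. Between 0 and 0.5 h, where the paper reports upregulation of such genes, the same pA went from 21 to 7 reads. The 3ʹ-most-exon pA of CDKN1A at 36655109 went from 122 to 164 RPM in the 0.5–2 h window.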

Other observations

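All values here come from lists fixed before the data were examined or from the rule for named genes, except where stated.

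Gene expression changed in groups that the text has not described. In the 0.5–2 h window, the immediate early and stress response genes DUSP5, EGR3, FOS, FOSB and JUNB rose and DUSP6 and MYC fell among 19 measured (5 and 2 when adjusted over the list alone). EGR3, a transcription factor gene, went from 9.96 to 100.5 RPM (adjusted p = 9.20e-09, Fisher's exact test), and FOS from 0 to 25.1 RPM (adjusted p = 0.00184, Fisher's exact test). The 11 reads of FOS at 2 h all lay outside 3ʹ-most-exon pAs. The median log2 ratio of the list was 0.79, above 99.8% of matched random lists, and 0.51 over 10 genes, above 98.0% of them, with at least 10 reads in each library. Of 18 measured p53 target genes, BTG2, CDKN1A, PMAIP1, POLH and TNFRSF10B rose and none fell (5 when adjusted over the list alone), with a median of 0.63, above 98.9% of matched lists. With at least 10 reads in each library, 11 genes were measured and the median was 0.22, above 86.4% of matched lists, which does not pass. Much of the rise lay in intronic reads for CDKN1A (149 intronic and 78 3ʹ-most-exon reads at 2 h), POLH (23 and 8) and TNFRSF10B (21 and 9, with 14 3ʹ-most-exon reads at 0.5 h). POLH went from 5.98 to 70.8 RPM (adjusted p = 1.53e-06, Fisher's exact test). Between 0 and 0.5 h, BAX, DDB2, GDF15 and TRIAP1 rose and FAS and MDM2 fell among 14 measured (4 and 2 when adjusted over the list alone), with a median of -0.053, above 58.1% of matched lists, or of 0.36 over 10 genes, above 97.2% of them, with at least 10 reads in each library. MDM2, which encodes the ubiquitin ligase of p53, went from 132 to 31.9 RPM (adjusted p = 1.32e-06, Fisher's exact test).

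Cytosolic ribosomal protein genes fell in the 0–0.5 h window. RPL13A, RPL3, RPL32, RPL5, RPL7, RPS14 and RPS2 fell and none rose among 30 measured (7 when adjusted over the list alone), and the median log2 ratio was -0.55, above 0.03% of matched lists. RPL5 went from 162 to 27.9 RPM (adjusted p = 2.33e-10, Fisher's exact test). In the 0.5–2 h window the median of the list was 0.22, above 96.6% of matched lists, with RPL13A, RPL14, RPL27 and RPS15 up and RPS6 down. Nucleocytoplasmic transport genes had a median of 0.23 in the 0–0.5 h window, above 98.1% of matched lists, but of 0.11, above 92.9% of them, with at least 10 reads in each library, which does not pass, and the called genes went mostly the other way, with IPO8 up and NUP62, RANBP1 and XPO7 down. Their median was -0.39 in the 0.5–2 h window, above 2.35% of matched lists, with IPO11, NUP35, NXT1 and XPO5 down and IPO13, KPNA6, RANBP3 and XPO7 up. Both windows share the 0.5 h library. Between 0 and 2 h, the median was -0.016 for transport genes, above 66.2% of matched lists. That of ribosomal protein genes was -0.34, above 10.3% of matched lists, and neither passes.

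Over all genes, 222 rose and 398 fell of 5100 tested in the 0–0.5 h window, 481 and 484 of 5222 in the 0.5–2 h window, and 439 and 690 of 5149 between 0 and 2 h. With 3ʹ-most-exon pAs alone, falls outnumbered rises in each, with 192 up and 384 down, 282 up and 542 down, and 273 up and 757 down. TMEM88, a Wnt signaling inhibitor gene, rose from 23.9 to 226 RPM between 0.5 and 2 h (adjusted p = 3.42e-19, Fisher's exact test), and HEXIM1, an inhibitor of the elongation factor P-TEFb, from 29.9 to 142 RPM (adjusted p = 4.06e-08, Fisher's exact test). CKS2, a cell cycle kinase subunit gene, fell from 1367 to 180.3 RPM (adjusted p = 8.81e-102, Fisher's exact test).

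The remaining lists held these values in the 0.5–2 h window. For expression, the median log2 ratio was 0.057 for DNA damage response and repair (67.0% of matched lists lay lower), -0.00035 for RNA polymerase II and elongation (60.5%), 0.20 for U1 snRNP and splicing factors (92.3%), 0.066 for cleavage and polyadenylation factors (59.6%), -0.026 for cell redox homeostasis (52.1%) and -0.24 for protein kinase B signaling (25.8%). For intron-APA, PABPC1, SCAF8 and SSU72 rose among 13 testable cleavage and polyadenylation factors, RPS6 and RPS7 among 18 ribosomal protein genes and FOSL1 and KLF6 among 8 immediate early genes, and none fell. SCAF8 had 3 intronic reads at both 0.5 and 2 h, and its 3ʹ-most-exon reads went from 32 to 4. RPS7 had 1 intronic and 6 3ʹ-most-exon reads at 0.5 h, and 5 and 0 at 2 h. Among 15 redox genes ERP44 rose and PRDX2 fell. Of 16 markers of differentiated colon epithelium 1 was measured, KRT8, which rose (log2 ratio 2.88) with 0 reads at 3ʹ-most-exon pAs in each library. None of the 10 fibroblast markers or 26 mitochondrial mRNAs was listed. The 5 genes the paper names for intron-APA all rose, but the study chose them on these samples, so they are not independent evidence.

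For HCT116 cells the paper reports distal pA use of KDELR1, NOTCH1 and DUSP6 and proximal pA use of SNRPB2 after UV. In RKO nuclear RNA, between 0 and 2 h, the proximal share rose from 6.78% to 66.7% in KDELR1 (p = 4.09e-05, Fisher's exact test), fell from 74.1% to 50% in NOTCH1 (p = 0.0274, Fisher's exact test) and from 96.1% to 35.7% in DUSP6 (p = 5.24e-07, Fisher's exact test), and rose from 22.3% to 57.2% in SNRPB2 (p = 9.58e-09, Fisher's exact test). The share of KDELR1 at 2 h rests on 6 proximal and 3 distal reads, and NOTCH1 was not called after adjustment over all testable genes (adjusted p = 0.267, Fisher's exact test). In expression, KDELR1, NOTCH1 and DUSP6 fell over the same span. For the 0–0.5 h window, the paper reports no major change of these 4 genes in HCT116 cells. In RKO cells, 3 of the 4 were called in that window, also after adjustment over all testable genes. KDELR1 and SNRPB2 moved towards the proximal pA and NOTCH1 towards the distal pA. The proximal pA of KDELR1 had 8 reads at 0 h and 10 at 0.5 h, and its distal pA had 110 and 20.

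Where the table gives positions alone, the distance from an intronic pA to the most distal 3ʹ-most-exon pA of its gene had a median of 18.7 kb for intronic pAs with reads at 0 h, 21.8 kb at 0.5 h and 25.5 kb at 2 h, and of 29.8 kb for the 629 pAs activated alone between 0.5 and 2 h. Within 598 genes with at least 3 intronic reads at both times, the reads at 2 h lay farther from the gene end than those at 0.5 h in 369 genes, against a median of 298 (270–323) in simulated libraries with no change. From 0 to 0.5 h this held for 240 of 427 genes, inside the simulated range of 179–245, and from 0 to 2 h for 330 of 522, above that of 233–290.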
